# Klotho Deficiency Promotes Skeletal Muscle Weakness and Is Associated with Impaired Motor Unit Connectivity †

**DOI:** 10.3390/ijms26167986

**Published:** 2025-08-19

**Authors:** Linda A. Bean, Connor Thomas, Juan F. Villa, Alexander J. Fitt, Areli Jannes S. Javier, Akanksha Agrawal, Hanna Whitney, Guilherme Nascimento Dos Santos, Kenneth E. White, Joshua R. Huot, Steven S. Welc

**Keywords:** Klotho, skeletal muscle, wasting, motor unit

## Abstract

Muscle wasting and weakness are critical clinical problems that limit mobility and independence, reduce health span, and increase the risk of physical disability. The molecular basis for this has not been fully determined. Klotho expression is downregulated in conditions associated with muscle wasting, including aging, chronic kidney disease, and myopathy. The objective of this study was to investigate a mechanistic role for Klotho in regulating muscle wasting and weakness. Body weight, lean mass, muscle mass, and myofiber caliber were reduced in Klotho-deficient mice. In the tibialis anterior muscle of Klotho-null mice, type IIa myofibers were resistant to changes in size, and muscle composition differed with a higher concentration of type IIb fibers to the detriment of type IIx fibers. Glycolytic GPDH enzymatic activity also increased. Klotho-deficient mice showed impaired muscle contractility, with reduced twitch force, torque, and contraction–relaxation rates. RNA sequencing revealed upregulation of synaptic and fetal sarcomeric genes, prompting us to examine muscle innervation. Klotho deficiency led to neuromuscular junction remodeling, myofiber denervation, and functional motor unit loss. Loss of motor units correlated with absolute torque. Collectively, these findings reveal a novel mechanism through which systemic Klotho deficiency disrupts muscle synapses and motor unit connectivity, potentially contributing to muscle wasting and weakness.

## 1. Introduction

The long-term ability of individuals to preserve their physical capacity and independence largely depends on maintaining skeletal muscle mass and function. Muscle wasting contributes to weakness and overall physical decline, increasing the risk of falls, injury, and subsequent disability [1,2,3,4]. Furthermore, systemic metabolic adaptations, like insulin resistance and inflammation, occurring with changes in skeletal muscle function, may act as disease modifiers affecting pathophysiology and prognosis [5]. Muscle wasting and persistent weakness impact quality of life and limit the ability of individuals to perform normal daily activities, to work to earn a living, or to return to work after critical illness, owing to considerable societal burden and health care expenditure [6,7]. With aging being a well-known contributing factor to loss of muscle mass, the costs of muscle weakness and its associated complications will continue to rise dramatically as the aging population rapidly expands in size [8]. While there is considerable evidence to support that muscle mass and function are strong prognostic indicators in various medical conditions, the underlying molecular regulators of muscle mass and function have yet to be fully established.

Mutations to the ‘aging suppressor’ Klotho gene result in a shortened lifespan and changes to numerous tissues resembling premature aging [9]. The Klotho gene encodes a transmembrane protein with a large extracellular component. Klotho expression is restricted to several tissues, including skeletal muscle. However, its function is best known where it is abundantly expressed, in the kidney, acting as a co-receptor for fibroblast growth factor 23 to regulate phosphate and mineral homeostasis [10]. The extracellular fraction can be enzymatically cleaved and released as a soluble factor with pleiotropic, discrete functions, independent of FGF23, including modification of insulin/IGF-1, TGFβ, NF-κB, Wnt, and NRF2 signaling [11].

Klotho may function as a regulator of muscle mass and weakness. Both circulating Klotho levels and muscle mass begin to decline after 40 years of age [12]. Low Klotho correlates with frailty and increased occurrences of falls in nursing home residents [13,14,15]. Plasma Klotho levels are negatively associated with daily living disability and positively associated with lean mass [16,17]. Low Klotho levels also correlate with poor muscle strength and early mortality [18].

In the present study, we tested the effects of Klotho deficiency on muscle mass and function. We assayed for changes in the composition of fast-twitch tibialis anterior (TA) and slow-twitch soleus muscles and distinguished morphology by fiber type. Klotho deficiency resulted in a shift from type IIx toward a higher proportion of type IIb fibers in TA muscles, which was paralleled by increased activity of the glycolytic enzyme α-glycerolphosphate dehydrogenase (GPDH). We identified transcriptional reprogramming associated with altered expression of sarcomeric and synaptic genes. We then extended our hypothesis beyond muscle-level changes to test if Klotho deficiency affects motor unit connectivity, a determinant of muscle function. We used an established motor unit number estimation (MUNE) technique to evaluate the number of motor neurons functionally connected to muscle. Histological assessment further demonstrated enhanced expression of the denervation marker neural cell adhesion molecule (NCAM), reduced area of synaptic contact, and neuromuscular junction (NMJ) morphological alterations. Taken together, these results support an important role for Klotho in the regulation of muscle mass, composition, and contractile and neuromuscular function.

## 2. Results

### 2.1. Genetic Ablation of Klotho Reduces Lean Mass, Fat Mass, and Muscle Mass

Systemic soluble Klotho concentrations are suppressed with aging and associated with muscle atrophy [9,12]. Klotho levels are also reduced locally in skeletal muscles with aging, acutely in response to muscle injury, and chronically after the onset of inflammation in dystrophic muscles [19,20,21]. The first objective of this study was to examine the effects of systemic Klotho deficiency on skeletal muscle wasting. Mouse genotypes were determined by PCR (Figure 1A), and immunoblots confirmed the absence of Klotho expression in KL^−/−^ kidney and muscle lysates (Figure 1B). Normal muscles expressed full-length (130-kDa) Klotho protein. qRT-PCR also showed that *Kl* mRNA was not detectable in KL^−/−^ muscles (Figure 1C). As expected, serum phosphate levels were elevated in KL^−/−^ mice (WT: 10.6 ± 0.8 vs. KL^−/−^: 14.8 ± 1.2 mg/dL, *p* < 0.05, Figure 1D).

Klotho deficiency resulted in a ~40% decrease in body mass (*p* < 0.001, Figure 1E). Body composition assessment revealed a reduction in lean (−51%, *p* < 0.0001) and fat mass (−76%, *p* < 0.0001, Figure 1E). The gross wet mass of quadriceps (−53%, *p* < 0.01), TA (−52%, *p* < 0.001), gastrocnemius (−54%, *p* < 0.001), and soleus muscles (−48%, *p* < 0.01) was reduced in KL^−/−^ mice (Figure 1F). The muscle mass to body mass ratio was also reduced in the quadriceps (−21%, *p* < 0.001), TA (−19%, *p* < 0.001), gastrocnemius (−22%, *p* < 0.0001), and soleus muscles (−11%, *p* < 0.05), indicating that effects on muscle mass exceeded allometric scaling (Figure 1G).

### 2.2. Klotho Deficiency Reduces Myofiber Size and Affects Muscle Composition in Fast-Twitch TA Muscles

Myofiber CSA was assayed in the mid-belly of muscles to determine if reductions in muscle mass are due to differences in size. Mean myofiber size was reduced in TA muscles of KL^−/−^ mice (−41%, *p* < 0.01), marked by an increase in the proportion of small fibers (≤999 µm^2^) and a reduction in the percentage of large fibers (1500–2499 µm^2^; Figure 2A). Next, we evaluated changes in CSA by fiber type on sections immunolabeled with antibodies to MyHC types I, IIa, and IIb. Type IIx fibers were identified by the absence of staining. The CSAs of type IIx (−41%, *p* < 0.05) and type IIb fibers (−47%, *p* < 0.0001) were reduced (Figure 2B,D). Whereas no significant change in type IIa fiber size suggests fiber-type-related resistance to the effects of Klotho deficiency. Muscle composition was altered with increased frequency of type IIb fibers (WT: 55.7% vs. KL^−/−^: 70.1%, *p* < 0.01) at the expense of type IIx fibers (WT: 29.6% vs. KL^−/−^: 14.6%, *p* < 0.01, Figure 2C,D).

### 2.3. Klotho Deficiency Reduces Myofiber Size but Does Not Affect Muscle Composition in Slow-Twitch Soleus Muscles

To test for differential responses of slow-twitch muscles to Klotho deficiency, fiber-type and morphological analyses were performed on soleus. TA muscles are comprised primarily of type IIx and IIb fast/glycolytic fibers, and the soleus consists of mostly type I and IIa slow/oxidative fibers. Mean CSA of soleus myofibers was reduced in KL^−/−^ mice (−53%, *p* < 0.01) and associated with an increased frequency of small myofibers (<500 µm^2^, *p* < 0.0001, Figure 3A). CSA was reduced in types I (−42%, *p* < 0.05), IIa (−60%, *p* < 0.01), and IIx fibers (−57%, *p* < 0.01, Figure 3B,C) indicating that fast/glycolytic and slow/oxidative fiber types are susceptible to the effects of Klotho deficiency in soleus. No difference in soleus composition was observed (Figure 3C,D). These data indicate distinct effects of Klotho deficiency on muscle composition and type IIa myofiber size between TA and soleus muscles.

### 2.4. Genetic Ablation of Klotho Increases Glycolytic Metabolic Activity in TA Muscles

Because muscle fiber-type switching can affect the metabolic properties of muscle, we performed histochemical analysis on TA muscles to determine if Klotho deficiency affects the aerobic-oxidative and anaerobic-glycolytic activities. Serial sections were used for identification of fiber types by immunofluorescence or for histochemical analysis of SDH and GPDH activities (Figure 4A–D). As expected, SDH activity was highest in type IIa fibers, and GPDH activity and the GPDH-to-SDH ratio were highest in type IIb fibers. No change in SDH activity was detected, but we observed a significant main effect of genotype on GPDH activity in KL^−/−^ muscles (*p* < 0.05, Figure 4B). Despite increased GPDH activity, the GPDH-to-SDH ratio remained unchanged (Figure 4C), suggesting that the metabolic alterations may reflect global remodeling rather than a classic shift from oxidative to glycolytic metabolism associated with fiber-type transitions. Next, we expanded our analyses to all fibers of TA muscles, independent of sub-type (Figure 4E,F). No changes in mean and SDH activity distribution were observed (Figure 4E). However, consistent with a higher proportion of type IIb fibers, mean GPDH activity increased (+14%, *p* < 0.05), and we noted a higher frequency of fibers with high GDPH activity (Figure 4F). These findings show that changes in muscle fiber-type composition are coupled with a corresponding shift towards increased glycolytic metabolic activity in TA muscles from Klotho-deficient mice.

### 2.5. Increased Transcriptional Expression of Sarcomeric and Synaptic Genes in Klotho-Deficient TA Muscles

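RNA from tibialis anterior (TA) muscles of 4 WT and 4 KL-/- mice, 7 weeks of age, was sequenced, with 100 ng of RNA per library. The methods describe mRNA libraries, whereas the public sample records name total RNA. The authors aligned the reads to mm10 with STAR, excluded low-quality alignments and counted reads per gene with featureCounts, and the deposited values are these counts without normalization. They cover 12551 genes that had already been limited to expressed ones, since every gene reached 0.603 or more in at least 4 libraries on the scale of counts relative to library size (CPM). Counts on genes summed to 20860262 to 26501093 per WT library, with a median of 24393616, and to 22061526 to 29273758 per KL-/- library, with a median of 26521005. These totals did not differ between genotypes (two-sided exact permutation test, p = 0.371), and all values here use them rather than the approximately 40000000 reads per library that the paper states. The mm10 position of Klotho (*Kl*) is chromosome 5, 150952607 to 150993817. *Kl* is not among the 12551 genes that the counts cover. Its transcript could therefore not be analysed, and the genotypes rest on the sample labels. KL-/- replicate 3 carries another batch date than the other 7 libraries, and with 1 library of 1 genotype the batch cannot be told apart from that mouse. No 2 libraries of a genotype were duplicates: within a genotype, the chi-square per gene between library pairs was 9.92 or more, where sampling noise alone gives about 1. Library sizes were scaled with edgeR's TMM factors, which ranged from 1.02 to 1.05 in WT and from 0.950 to 0.980 in KL-/- muscles, without overlap (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allows). Genes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (FDR), with genotype as the only term. Standard errors of log2 fold changes were taken from the test statistic. Fold changes are KL-/- over WT, and CPM values are TMM-normalized means ± SD with n = 4 mice per genotype.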

To assess the molecular mechanisms behind muscle wasting, composition, and metabolic activities observed with Klotho deficiency, we performed RNA sequencing analysis. Multi-dimensional scaling showed distinct separation of WT and KL^−/−^ TA muscles (Figure 5A). 

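Multi-dimensional scaling of log2 CPM over the 500 genes with the largest differences between each pair of samples placed 43.4% of the variance on dimension 1 and 17.5% on dimension 2. On dimension 1, WT samples lay at −0.40, −0.80, −0.96 and −0.33 for replicates 1 to 4, and KL-/- samples at 0.46, −0.11, 1.19 and 0.94, in units of leading log2 fold change. The genotypes did not overlap, and the gap between the closest samples, KL-/- replicate 2 and WT replicate 4, was 0.22. That gap was smaller than the distance between KL-/- replicates 1 and 2. KL-/- replicate 3, the library with the other batch date, lay farthest from the WT samples. With that library left out, the gap was 0.53, and with KL-/- replicate 2 left out it was 0.80. The gap was smallest, 0.091, when all genes entered in place of the 500.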

There were 2124 differentially expressed genes utilizing a false discovery rate <0.05 threshold; 1046 of those differed by at least log_2_ 0.5-fold, and of those, 721 genes were upregulated and 392 downregulated (Figure 5B). 

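Of 12551 genes tested with edgeR's quasi-likelihood test, 1759 had an FDR under 0.05. 922 of these were higher in KL-/- muscle and 837 were lower. An absolute log2 fold change of at least 0.5 was reached by 812 of them, with 313 higher and 499 lower. edgeR's likelihood ratio test gave 2124 genes by FDR, the paper's number. Past both thresholds it gave 392 higher and 721 lower, the paper's 2 numbers with the directions exchanged. In 2472 genes, 19.7% of those tested, all 4 KL-/- samples lay on one side of all 4 WT samples, where chance gives 2.86%. With library totals in place of TMM factors, which moved the median log2 fold change of all genes from −0.016 to −0.13, the share of higher genes among those with an FDR under 0.05 was 18.8% of 2619, against 52.4% with TMM factors. The count also depended on single samples. With KL-/- replicate 2 left out 2755 genes had an FDR under 0.05, and with KL-/- replicate 3 left out 762 did. Among the genes past both thresholds whose genotypes did not overlap, *Ddit4* (log2 fold change 2.85, standard error 0.68, FDR = 0.0266) had the largest increase and *1700001O22Rik* (log2 fold change −4.52, standard error 0.57, FDR = 0.00302) the largest decrease, with genes below an average log2 CPM of 0 set aside.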

Candidate genes were examined for expressional changes (Figure 5C). 

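The paper's text names 29 candidate genes. Of the 16 that it reports as higher in KL-/- muscle, 16 had a positive log2 fold change and 14 an FDR under 0.05 over all genes tested. Of the 6 that it reports as lower, 6 had a negative log2 fold change and 5 an FDR under 0.05. None of the 7 that it reports as unchanged passed. Adjusted over these genes alone, 15 and 6 of the higher and lower genes passed, a count that shows no stability because the list comes from calls on the same samples. With each sample left out in turn, 11 of the 14 higher genes and 0 of the 5 lower genes passed in every one of the 8 fits.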

We observed increased expression of *Mstn,* a negative regulator of muscle growth, but no change in the expression of pro-atrophy genes *Fbxo32* or *Trim63*. 

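*Mstn* (chromosome 1, 53061663 to 53068079 of mm10) was at 39.2 ± 5.84 CPM (SD, n = 4) in WT and 68.7 ± 10.9 CPM (SD, n = 4) in KL-/- muscle. Its log2 fold change was 0.81 (standard error 0.13, FDR = 0.00736 from edgeR's quasi-likelihood test), and every KL-/- sample lay above every WT sample. With each sample left out, it ranged from 0.73 to 0.91. *Fbxo32* (chromosome 15, 58175879 to 58214892) was at 265 ± 65.5 CPM in WT and 298 ± 104 CPM in KL-/- muscle, a log2 fold change of 0.17 with a standard error of 0.26 (FDR = 0.679). An antisense gene overlaps it, and the strand setting of the counting is not stated. *Trim63* (chromosome 4, 134315120 to 134329629) was at 248 ± 15.8 CPM in WT and 273 ± 68.1 CPM in KL-/- muscle, a log2 fold change of 0.14 with a standard error of 0.15 (FDR = 0.534). In both genes the genotypes overlapped and the difference between the means was smaller than the SD of the KL-/- samples, and *Trim63* turned to −0.048 without KL-/- replicate 3.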

The expression of sarcomeric transcripts *Myh3*, *Myh4*, *Myh6*, *Myh7b*, *Myh8*, *Myh13*, *Myl4*, *Myl10*, *Tnnc1*, *Tnni1*, and *Tnnt2* was elevated in KL^−/−^ muscle. 

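*Myh6* (chromosome 14, 54941921 to 54966607 of mm10) rose from 3.57 ± 0.655 CPM in WT to 8.21 ± 0.827 CPM in KL-/- muscle (SD, n = 4), a log2 fold change of 1.20 (standard error 0.15, FDR = 0.00289 from edgeR's quasi-likelihood test). *Myh7b* (chromosome 2, 155611243 to 155634307) had a log2 fold change of 1.26 (FDR = 0.00863), *Myh13* (chromosome 11, 67327103 to 67371502) of 1.05 (FDR = 0.00738) and *Myl10* (chromosome 5, 136693146 to 136701094) of 1.23 (FDR = 0.00708). In these 4 genes every KL-/- sample lay above every WT sample, and each kept an FDR under 0.05 in the 8 fits that left out 1 sample. *Tnnc1* (chromosome 14, 31208312 to 31211711) rose from 2.19 ± 0.702 to 4.87 ± 2.09 CPM (log2 fold change 1.18, standard error 0.32, FDR = 0.0399), and *Tnni1* (chromosome 1, 135799421 to 135810989) from 2.15 ± 0.619 to 4.41 ± 1.43 CPM (log2 fold change 1.05, standard error 0.29, FDR = 0.0401). Their FDR went above 0.05 in 7 of the 8 fits that left out 1 sample. Apart from *Myh4*, these transcripts were at a low level, under 20 CPM in both genotypes. *Myh4*, *Myh8* and *Myh13* lie beside each other with other myosin genes of near-identical sequence, and the authors' counting could have split reads between them. *Myh6* and *Myh7b* overlap a gene on the other strand.

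**Figure D1:**
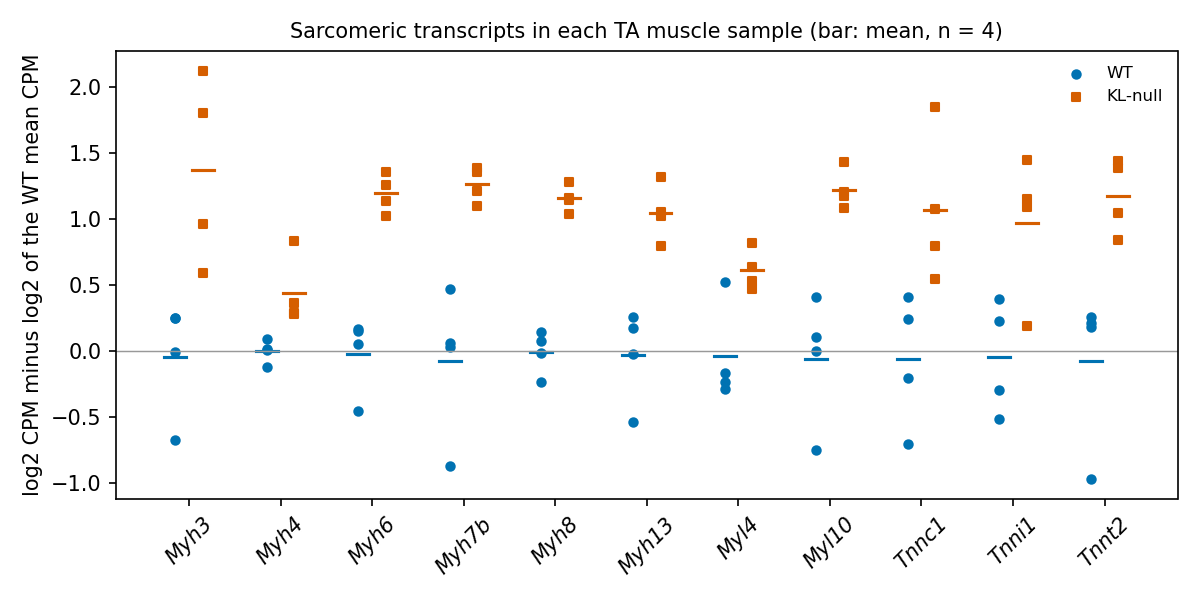
Each point is 1 TA muscle sample and shows its log2 TMM-normalized CPM minus the log2 of the mean WT CPM of that transcript, with circles for WT, squares for KL-/- (labelled KL-null) and a bar at the mean of the 4 samples. In *Myl4* and *Tnni1* the genotypes overlap, and in the other 9 transcripts they do not.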

Increased *Myh4* expression was consistent with a higher concentration of type IIb myofibers (Figure 2C). 

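*Myh4*, which encodes the type IIb myosin heavy chain (chromosome 11, 67237812 to 67260447 of mm10), took 3.68% ± 0.225 of all counts on genes in WT and 4.65% ± 0.879 in KL-/- muscle (SD, n = 4). After normalization its log2 fold change was 0.46 (standard error 0.21, FDR = 0.155 from edgeR's quasi-likelihood test), which did not pass the threshold although every KL-/- sample lay above every WT sample. KL-/- replicate 2 lay far above the other 3, at 62798 CPM against 42976, 45341 and 43066 CPM. The edgeR likelihood ratio test gave the same log2 fold change an FDR of 0.0169, and the FDR ranged from 0.00317 to 0.211 over other tests, scalings and filters and a gene length correction. *Myh1* (type IIx, log2 fold change −0.31, FDR = 0.246) and *Myh2* (type IIa, log2 fold change 0.57, FDR = 0.613), both chosen after their values were seen, did not differ between genotypes beyond the spread between samples.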

*Myh3*, *Myh8*, *Myl4*, and *Tnnt2* genes are expressed highest during development; their expression is downregulated postnatally but re-expressed in response to muscle injury or denervation [22,23,24]. 

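*Myh8* (chromosome 11, 67277124 to 67308633 of mm10) rose from 7.54 ± 0.828 CPM in WT to 16.8 ± 1.16 CPM in KL-/- muscle (SD, n = 4), a log2 fold change of 1.16 (standard error 0.10, FDR = 0.00129 from edgeR's quasi-likelihood test). *Myh3* (chromosome 11, 67078300 to 67102291) rose from 2.60 ± 0.685 to 7.33 ± 3.44 CPM, a log2 fold change of 1.49 (standard error 0.34, FDR = 0.0231), and its FDR went above 0.05 in 5 of the 8 fits that left out 1 sample. *Tnnt2* (chromosome 1, 135836334 to 135852268) rose from 2.55 ± 0.833 to 5.86 ± 1.13 CPM, a log2 fold change of 1.19 (standard error 0.25, FDR = 0.0160). *Myl4* (chromosome 11, 104550663 to 104587219) was at 6.18 ± 1.82 CPM in WT and 9.50 ± 1.05 CPM in KL-/- muscle. Its log2 fold change of 0.61 (standard error 0.18) had an FDR of 0.0541. Without WT replicate 4, the highest WT sample, the FDR was 0.00793. In the other 7 fits that left out 1 sample it stayed above 0.05, up to 0.138. *Myl4* overlaps a noncoding gene on the other strand.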

In this regard, transcripts for acetylcholine receptors *Chrna1*, *Chrna9*, and *Chrne* and motor neuron survival factor *Gdnf* were elevated in the KL^−/−^ muscle. However, we did not observe transcriptional changes associated with muscle damage. 

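*Chrna9* (chromosome 5, 65967124 to 65977486 of mm10) was counted 7, 6, 8 and 1 times in the 4 WT libraries and 30, 24, 26 and 45 times in the KL-/- libraries. Its log2 fold change was 2.47 (standard error 0.41, FDR = 0.00738 from edgeR's quasi-likelihood test), and at so few counts the size of the change is imprecise. *Chrna1* (chromosome 2, 73563281 to 73580338) rose from 15.6 ± 4.33 to 28.4 ± 2.69 CPM (SD, n = 4), a log2 fold change of 0.87 (standard error 0.18, FDR = 0.0146). *Chrne* (chromosome 11, 70614883 to 70619194) rose from 11.0 ± 1.85 to 18.2 ± 1.13 CPM, a log2 fold change of 0.73 (standard error 0.12, FDR = 0.00786). *Gdnf* (chromosome 15, 7810048 to 7837580) rose from 0.847 ± 0.136 to 2.32 ± 0.686 CPM, a log2 fold change of 1.45 (standard error 0.27, FDR = 0.0102). In all 4 genes every KL-/- sample lay above every WT sample and the FDR stayed under 0.05 with each sample left out. The receptor genes *Chrnd* (log2 fold change 0.47, FDR = 0.0703) and *Chrnb1* (log2 fold change 0.15, FDR = 0.442) did not pass the threshold.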

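The myogenic factors did not pass the threshold of edgeR's quasi-likelihood test. *Pax7* (chromosome 4, 139738081 to 139832968 of mm10) was at 4.63 ± 1.04 CPM in WT and 5.57 ± 0.942 CPM in KL-/- muscle (SD, n = 4), a log2 fold change of 0.27 (standard error 0.19, FDR = 0.343). The log2 fold change was −0.23 for *Myod1* (standard error 0.24, FDR = 0.553), 0.31 for *Myog* (standard error 0.41, FDR = 0.637), 0.11 for *Myf5* (standard error 0.35, FDR = 0.855) and −0.065 for *Myf6* (standard error 0.10, FDR = 0.690). The genotypes overlapped in each of these genes. The precision was lowest for *Myog* and *Myf5*, in which a change of about the size of the standard error was not detectable with 4 mice per genotype. The direction of *Myog*, *Myf5* and *Myf6* changed in at least 1 of the fits that left out 1 sample.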

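*Adgre1* (chromosome 17, 57358686 to 57483529 of mm10) fell from 2.86 ± 1.16 to 0.989 ± 0.544 CPM from WT to KL-/- muscle (SD, n = 4), a log2 fold change of −1.52 (standard error 0.40, FDR = 0.0364 from edgeR's quasi-likelihood test). *Itgam* (chromosome 7, 128062640 to 128118491) fell from 2.05 ± 0.540 to 0.921 ± 0.290 CPM, a log2 fold change of −1.16 (standard error 0.28, FDR = 0.0277), and shares its position with another protein-coding gene on the same strand, so its counts are uncertain. *Cx3cr1* (chromosome 9, 120048683 to 120068296) fell from 1.62 ± 0.792 to 0.432 ± 0.184 CPM, a log2 fold change of −1.9 (standard error 0.43, FDR = 0.0225). *Ccr2* (chromosome 9, 124102183 to 124109140) fell from 4.25 ± 1.33 to 1.83 ± 0.852 CPM, a log2 fold change of −1.21 (standard error 0.34, FDR = 0.0432). *Col5a3* (chromosome 9, 20770050 to 20815034) fell from 86.3 ± 43.5 to 33.7 ± 13.1 CPM, a log2 fold change of −1.36 (standard error 0.39, FDR = 0.0486), with overlap between the genotypes. *Fn1* (chromosome 1, 71585473 to 71653234) was at 125 ± 49.1 CPM in WT and 59.6 ± 27.9 CPM in KL-/- muscle, and its log2 fold change of −1.07 (standard error 0.37, FDR = 0.0831) did not pass the threshold. *Fn1* also overlaps an antisense gene. *Adgre1*, *Itgam*, *Cx3cr1* and *Ccr2* averaged under 5 CPM in both genotypes. Each of the 5 genes past the threshold lost it in at least 3 of the 8 fits that left out 1 sample.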

No change in expression of myogenic factors *Pax7*, *Myod1*, *Myog*, *Myf5*, and *Myf6*, and reduced expression of inflammatory and extracellular remodeling genes, including macrophage markers *Adgre1* and *Itgam*, chemokine receptors *Cx3cr1* and *Ccr2*, and extracellular matrix components *Fn1* and *Col5a3*. Expressional changes of key transcripts were validated by qRT-PCR (Figure 5D).

To identify biological processes in muscle affected by Klotho deficiency, GSEA and GO analyses were performed. 

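GO and KEGG term memberships were not used here. Gene lists for the terms were set before the counts were examined. They were written by hand, except for members matched by a rule on the gene symbol, such as most ribosomal protein genes and the collagens. The lists were tested by pre-ranked gene set enrichment (fgsea) on the log2 fold changes of 12551 genes. Benjamini-Hochberg adjustment was made over the 10 lists that stand for terms named in the paper. The fgsea test permutes genes and treats them as independent. Each list's mean log2 CPM was therefore also compared between genotypes by a two-sided exact permutation test over the samples, which had too few samples to go lower than p = 0.0286. After Benjamini-Hochberg adjustment over these lists none passed 0.05 by this test, and the smallest adjusted p was 0.0571.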

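The 82 genes of cytosolic ribosomal proteins, which carry out cytoplasmic translation, had a mean log2 fold change of 0.38 in KL-/- muscle, and 73 of them were higher with an FDR under 0.05 while 0 were lower. Their mean log2 CPM was 6.70 ± 0.049 in WT and 7.08 ± 0.045 in KL-/- muscle (SD, n = 4), so the difference was several times the spread between samples. The normalized enrichment score was 3.12 (adjusted p = 1.70e-25, permutation of genes), and every KL-/- sample lay above every WT sample. With library totals in place of TMM factors, the mean was 0.26. Ribosomal protein genes have many pseudogenes, between which reads could have been split. The 134 ribosome biogenesis factors had a smaller mean log2 fold change, 0.086, which became −0.032 with library totals. 12 of them were higher with an FDR under 0.05 and 1 was lower, and the normalized enrichment score was 1.63 (adjusted p = 7.84e-04, permutation of genes).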

We found positive enrichment for translation at the synapse, cytoplasmic translation, protein–RNA complex assembly, ribosome biogenesis, and skeletal muscle development in KL^−/−^ muscle (Figure 5E). In contrast, extracellular matrix organization, leukocyte migration, and innate immune response were downregulated terms. 

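The 119 extracellular matrix genes had a mean log2 fold change of −0.59 and a normalized enrichment score of −2.53 (adjusted p = 3.74e-18, permutation of genes). Among them 15 were lower and 3 higher with an FDR under 0.05. Over samples the mean log2 CPM was 4.17 ± 0.463 in WT and 3.60 ± 0.336 in KL-/- muscle (SD, n = 4), the genotypes overlapped, and the difference did not pass over samples (exact permutation test, p = 0.171). Of the 59 leukocyte migration genes, 21 were lower and 1 was higher with an FDR under 0.05. Their mean log2 fold change was −0.63, and the normalized enrichment score −2.42 (adjusted p = 4.36e-13, permutation of genes). The 84 innate immune response genes had a mean log2 fold change of −0.50 and a normalized enrichment score of −2.29 (adjusted p = 2.95e-11, permutation of genes), and 9 were lower and 0 higher with an FDR under 0.05. In these last 2 lists every KL-/- sample lay below every WT sample.

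**Figure D2:**
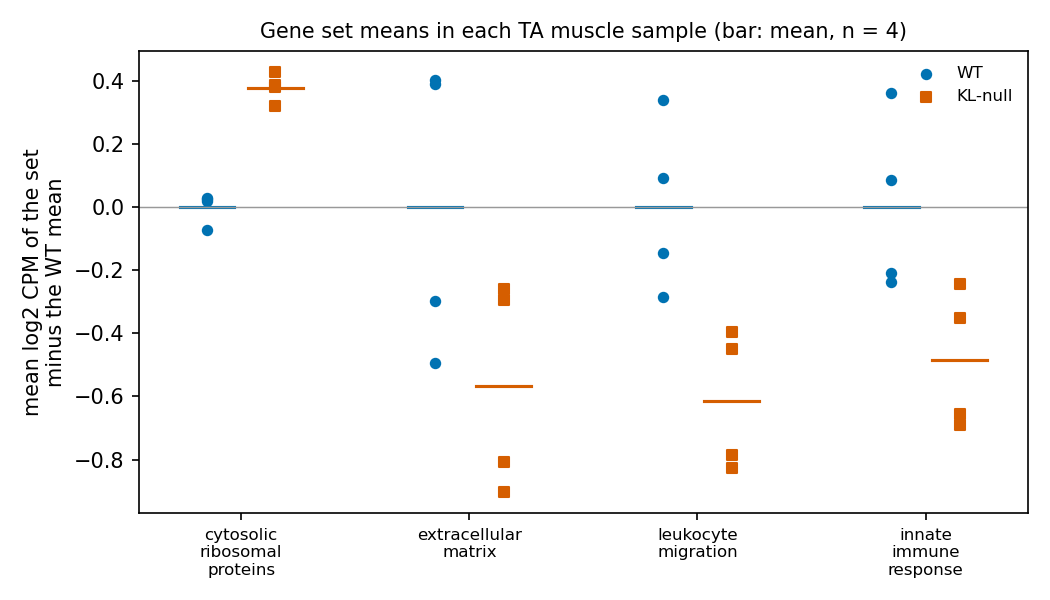
Each point is 1 TA muscle sample and shows the mean log2 CPM of the genes in a list minus the mean of the 4 WT samples, with circles for WT, squares for KL-/- (labelled KL-null) and a bar at the mean. In the extracellular matrix list 2 of the 4 KL-/- samples lie below every WT sample, and in the leukocyte migration and innate immune response lists all 4 do.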

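The 114 spliceosome genes had a mean log2 fold change of 0.11 in KL-/- muscle, which became −0.0085 with library totals in place of TMM factors. 19 were higher with an FDR under 0.05 and 0 were lower. The normalized enrichment score was 1.96 (adjusted p = 4.83e-06, permutation of genes), below that of the ribosomal protein genes. Every KL-/- sample lay above every WT sample, at 4.90 ± 0.012 against 4.80 ± 0.035 log2 CPM (SD, n = 4).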

KEGG pathway enrichment analysis was also performed to gain mechanistic insights (Figure 5F); the top enriched pathways include ribosome and spliceosome processes, which play essential roles in normal cell physiology by regulating protein synthesis and gene expression. Other enriched pathways include increased valine, leucine, and isoleucine degradation and 2-oxocarboxylic acid metabolism. 

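Of 40 genes of valine, leucine and isoleucine degradation, 6 were higher and 2 lower with an FDR under 0.05, and the mean log2 fold change was 0.13, or 0.017 with library totals in place of TMM factors. Their normalized enrichment score was 1.71 (adjusted p = 0.00667, permutation of genes). The 14 genes of 2-oxocarboxylic acid metabolism had a mean log2 fold change of 0.28 and a normalized enrichment score of 1.85 (adjusted p = 0.00517, permutation of genes), and 3 were higher with an FDR under 0.05. In each list 3 of the 4 KL-/- samples lay above every WT sample (two-sided exact permutation test, p = 0.0571 in both).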

In accord with Klotho repressing insulin and IGF-1 signaling [25], enrichment of insulin signaling and mTOR signaling was observed in KL^−/−^ muscles. 

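The 119 insulin signaling genes had a mean log2 fold change of 0.076, or −0.042 with library totals in place of TMM factors, and a normalized enrichment score of 1.57 (adjusted p = 0.00135, permutation of genes). Among them 18 were higher and 5 lower with an FDR under 0.05. Their mean log2 CPM was 5.54 in KL-/- replicate 1 and from 5.36 to 5.38 in the other KL-/- samples and in WT. Without that replicate, the mean log2 fold change of insulin signaling was 0.042 (adjusted p = 0.138, permutation of genes). The 113 mTOR signaling genes had a mean log2 fold change of 0.055, or −0.063 with library totals, and a normalized enrichment score of 1.28 (adjusted p = 0.0394, permutation of genes). 11 were higher and 4 lower with an FDR under 0.05. limma's camera test, which was run with a preset correlation of 0.01 between genes, gave adjusted p = 0.0294 for insulin signaling and 0.125 for mTOR signaling. Over samples neither list separated the genotypes (two-sided exact permutation test, p = 0.0571 and 0.0857).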

Interestingly, mTOR signaling is a primary driver of muscle wasting and NMJ dysfunction [26,27]. 

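A list of 34 neuromuscular junction genes had a mean log2 fold change of 0.15 in KL-/- muscle, or 0.031 with library totals in place of TMM factors. 7 of them were higher with an FDR under 0.05 and 0 were lower. The normalized enrichment score was 1.63 (adjusted p = 0.0212 over 13 lists, permutation of genes). Over samples, 3 of the 4 KL-/- samples lay above every WT sample (two-sided exact permutation test, p = 0.0571).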

Collectively, these data raise the possibility that Klotho deficiency facilitates changes to the muscle synapse, promoting muscle wasting and altered expression of sarcomeric transcripts.

### 2.6. Klotho Deficiency Promotes Muscle Weakness

The observation that Klotho deficiency affects myofiber size and composition indicates that Klotho may affect muscle function. We tested that possibility by performing in vivo plantarflexion functional analysis. Absolute muscle twitch was 48% lower, indicating reduced force to a single impulse in KL^−/−^ mice (*p* < 0.01, Figure 6A). However, there was no effect on muscle twitch scaled to body weight (Figure 6A). Muscle twitch maximal rates of contraction (−54%, *p* < 0.001) and relaxation (−61%, *p* < 0.001, Figure 6A) were reduced in KL^−/−^ mice. Reductions in absolute torque (−58%, *p* < 0.0001) and tetanic torque normalized to body weight (−23%, *p* < 0.05, Figure 6B) indicate muscle weakness independent of differences in body mass in KL^−/−^ mice. Maximal rate of torque development (−60%, *p* < 0.001) and relaxation (−66%, *p* < 0.0001, Figure 6B) also decreased in KL^−/−^ mice. Taken together, Klotho deficiency promotes muscle weakness and alters muscle contraction and relaxation rates.

### 2.7. Motor Unit Connectivity Is Impaired in Klotho-Deficient Mice

Given that Klotho deficiency promotes weakness, alters contraction and relaxation dynamics, and transcriptional analysis shows changes associated with the muscle synapse, we next sought to test indices of motor unit connectivity. Electrophysiological measurements showed no change in baseline-to-peak assessment of CMAP (Figure 7A). However, SMUP increased 3.6-fold in KL^−/−^ mice relative to WT (*p* < 0.01, Figure 7B). MUNE calculations showed a robust 67% reduction, indicating reduced motor units with Klotho deficiency (*p* < 0.01, Figure 7C). Correlation analysis revealed that MUNE is positively associated with absolute torque (Pearson r = 0.81, *p* < 0.01, Figure 7D). These data indicate that impaired motor unit connectivity is associated with muscle weakness in Klotho-deficient mice.

### 2.8. Klotho Deficiency Alters the Structure and Synaptic Overlap at the NMJ of TA Muscles

Muscle wasting, weakness, altered composition, and functional loss in motor unit innervation could result from changes to the NMJ. First, we quantified the number of myonuclei per fiber to test for effects on myonuclear accretion. No change indicates that reduced myofiber size was not associated with effects to the myonuclear domain (Figure 8A). To address the effects of Klotho deficiency on muscle injury, serum CK was analyzed and the proportion of centrally nucleated fibers (CNFs) was quantified. Serum CK levels did not change with Klotho deficiency (Figure 8B). However, there was a small but significant increase in CNFs (WT: 0.2% vs. KL^−/−^: 0.7%, *p* < 0.05, Figure 8C). Central nucleation is a well-recognized indicator of regeneration, but changes in nuclear placement may also occur with denervation [28,29]. To address this point, we assessed myofiber expression of NCAM, whose expression accumulates intracellularly in denervated fibers [30]. Indeed, the percentage of NCAM+ fibers increased in KL^−/−^ muscles. NCAM was most prevalent in small, angulated fibers consistent with denervation (*p* < 0.0001, Figure 8D).

To gain insight into whether Klotho deficiency affects NMJ structure, morphological analysis was performed on longitudinal sections stained with antibodies to neurofilament to identify the axon, SV2 to label the nerve terminal, and α-bungarotoxin to visualize post-synaptic AChRs (Figure 8E,F). Overlap between pre-synaptic and post-synaptic components decreased, indicating reduced area of synaptic contact in KL^−/−^ mice (−14%, *p* < 0.05, Figure 8E). Pre- and post-synaptic morphology were also altered with Klotho deficiency (Figure 8F). Endplate area (−32%, *p* < 0.0001) and AChR area (−24%, *p* < 0.0001) decreased, whereas compactness of AChRs at the endplate increased (+9%, *p* < 0.05, Figure 8E). At the pre-synapse, the nerve terminal area (−30%, *p* < 0.0001), the number of terminal branches (−26%, *p* < 0.01), and branch points (−32%, *p* < 0.001, Figure 8E) decreased in KL^−/−^ mice. Taken together, these findings demonstrate that the functional loss of motor unit connectivity is associated with increased prevalence of NCAM+ denervated fibers, reduced area of synaptic contact, and morphological changes to the NMJ potentially affecting signal transmission and muscle function.

## 3. Discussion

The major findings of the current study are that Klotho affects muscle mass, composition, function, and motor unit connectivity. These conclusions are based on the following experimentation using Klotho-deficient mice. First, we demonstrated reductions in body weight, lean mass, muscle mass, and myofiber CSA. Second, we showed altered muscle composition with an increased proportion of type IIb fibers and elevated glycolytic GPDH activity in KL^−/−^ muscles. Transcriptomic data revealed positive enrichment for biological processes related to translation at the synapse, as well as increased expression of genes encoding AChRs and sarcomeric genes that are re-expressed in mature muscles after denervation. Finally, we showed that transcriptional changes were coupled with functional loss of motor unit number, increased prevalence of denervated fibers, reduced area of synaptic contact, and small, compact NMJ morphology. Decreased muscle torque also correlated with reductions in motor unit number.

We were very interested to learn that Klotho deficiency resulted in transcriptional, morphological, and functional changes impacting motor unit connectivity. To our knowledge, this is the first report to demonstrate changes to the NMJ and muscle denervation related to Klotho deficiency. However, excess Klotho promotes motor neuron survival [31]. Altered motor nerve function, muscle loss, and weakness are common pathologies observed in clinical conditions of Klotho insufficiency [32,33,34]. Functional consequences related to the loss of neural input in muscle include diminished absolute torque, lower rates of force development and relaxation, and fatigue that manifest as a reduction in strength and coordination resulting in increased susceptibility to falls [35]. Taken together, our findings support that changes to the muscle synapse affecting motor unit connectivity and muscle function may contribute to increased risk of falls and frailty observed in clinical populations with low Klotho levels [13,14,15].

We also observed large reductions in muscle mass and myofiber caliber with Klotho deficiency. Muscles are comprised of fibers classified by sub-type based on fatigability, contractile, and metabolic properties. Considering that different muscles and fiber types within a muscle may respond differently to the same stimulus, we were interested to learn that TA muscles of Klotho-deficient mice had smaller type IIx and IIb but not type IIa fibers. In contrast, all fiber types were smaller in the soleus. Like our observations, type IIa fibers of the TA are resistant to denervation-induced atrophy with aging and neurodegenerative disease [36,37]. However, in denervated soleus muscles, both type I and type II fibers atrophy [38].

Another intriguing observation is that Klotho deficiency altered the composition of the TA, but not the soleus. TA muscles had a higher percentage of type IIb fibers to the detriment of type IIx fibers. Fiber type is a crucial determinant of contractile function and metabolism. Type IIb fibers rely on glycolysis for energy production. Consistent with this, GPDH enzymatic activity increased in TA muscles from Klotho-deficient mice. Neural input directly influences fiber type; a slow-to-fast fiber-type switch occurs when slow fibers are re-innervated by fast motor neurons [39]. Type II fiber dominance is mostly associated with disuse, denervation, and loss of oxidative gene expression [40,41].

The mechanisms underlying muscle wasting in Klotho-deficient mice are multiple. Klotho affects several signaling pathways known to regulate muscle mass [42,43,44], we used RNA sequencing for unbiased characterization of transcriptional changes to muscles. Surprisingly, expression of key regulators of muscle atrophy *Fbxo32* and *Trim63* were not differentially expressed, but *Mstn* expression was elevated. Antithetically, GO analysis showed activation of pathways opposed to catabolism, including protein translation and ribosome biogenesis. One potential explanation for this is that protein synthesis rates of individual fibers increase to mitigate atrophy after denervation [45]. However, others reported increased expression of *Fbxo32* and *Trim63* in the gastrocnemius of Klotho-deficient mice [43]. These discrepancies may reflect the use of distinct muscles or older animals than those examined here. An alternative explanation is a possible uncoupling between transcriptional signaling activation and functional outcomes. Impaired ribosome biogenesis, mitochondrial dysfunction, and endoplasmic reticulum stress can override growth signals in certain contexts, including aging [46,47].

We did not observe an impaired myogenic response in normal muscles of Klotho-deficient mice. Muscle progenitor cells play a crucial role in postnatal growth, fusing to fibers to add nuclei to accommodate increased synthetic demand [48]. In our study, we found no change to the number of myonuclei per fiber. Therefore, muscle wasting does not appear to be related to differences in myonuclear accretion. A role for Klotho in the regulation of muscle progenitor cell function affecting regeneration in response to injury is well established [19,20,21,49,50]. However, serum CK levels were normal, fewer than 1% of myofibers contained central nuclei, and transcriptional expression of key regulators of myogenesis was normal in Klotho-deficient mice. Collectively, these data suggest reductions in muscle mass are not related to impaired myogenesis or injury. An important next step in future investigations will be to use models for the inducible deletion of Klotho to further distinguish effects of Klotho deficiency on adult, mature muscles.

The specific mechanisms through which Klotho deficiency alters the structure and function of the NMJ, affecting innervation and wasting, are not yet known. We used RNA sequencing and pathway analysis to attempt to identify a mechanism through which Klotho deficiency affects muscle innervation. Although bioinformatic inquiry cannot prove a causal mechanism, the data identified activation of insulin and mTOR signaling pathways and activation of associated biological processes downstream, like ribosome biogenesis. Klotho mutant mice have increased insulin sensitivity [51]. mTOR coordinates cellular proliferation, growth, and survival with environmental factors, including nutrient availability and growth factors controlling muscle mass [52]. Furthermore, insulin and IGF-1 signaling enhances activation of mTOR signaling [53]. Emerging evidence supports a key role for mTOR in regulating maintenance of the post-synaptic endplate to preserve NMJ integrity [27,54,55]. Loss of motor unit connectivity may precede declines in muscle mass and contractility and therefore causally contribute to muscle wasting and weakness [56]. This indicates that aberrant activation of insulin and mTOR signaling pathways with Klotho deficiency may alter NMJ morphology by reducing motor unit connectivity, affecting muscle mass and function. However, further studies are needed to examine the temporal progression of muscle weakness and disruption of motor unit integrity to determine if the effects of Klotho deficiency on the muscle synapse are primary drivers or secondary consequences of muscle degeneration. Future work is also warranted to determine how Klotho deficiency affects neural pathways that regulate synaptic integrity and function.

Although our findings show profound effects of Klotho deficiency on skeletal muscle, we are unable to conclude the contribution of muscle Klotho expression to these effects. The function of skeletal muscle Klotho expression is largely unknown. Here, we confirmed ~130 kDa Klotho protein expression in muscle homogenates, and skeletal muscles express FGF receptors 1–4; however, its effects on muscle do not appear to be directed by FGF23 [57]. Prior works showed that transcriptional expression of Klotho in muscles is suppressed transiently after injury [21], with aging [19], and after disease onset in Duchenne muscular dystrophy, a muscle wasting disorder [20]. In support of a role for muscle-derived Klotho, muscle-targeted knockdown by RNA interference was shown to inhibit myogenesis, impairing regeneration after injury [49]. Whereas other works attribute effects of Klotho deficiency to indirect effects driven by phosphate retention and iron accumulation [43,44]. Also plausible are combinatorial effects through which reduced muscle Klotho expression impacts the muscle’s capacity to respond to endocrine or metabolic stress. To this end, in the absence of the influence of endocrine factors, knockdown of Klotho in normal primary muscle cell cultures *in vitro* induced cellular senescence, mitochondrial dysfunction, and altered bioenergetics [49]. Muscle cells that acquire a senescent phenotype accelerate wasting and dysfunction [58].

In summary, clinical observations suggest that reduced circulating Klotho levels correlate with muscle weakness, frailty, increased risk of falls, and reduced ability to perform activities of daily living. Therefore, Klotho may play an important role in the pathogenesis of muscle wasting and weakness. Our findings identify a previously unrecognized role for Klotho in regulating the structure and function of the NMJ, affecting motor unit connectivity. Mechanistically, our data support that Klotho deficiency causes muscle wasting and weakness, at least in part due to loss of neuromuscular integrity. Supporting this conclusion is a strong correlation between motor unit number and muscle torque. Together, these results advance our understanding of the relationship between Klotho, muscle wasting, and weakness.

## 4. Methods

### 4.1. Mice

Klotho^+/−^ mice provided on a mixed background were obtained from Taconic Biosciences (#TF0361, Germantown, NY, USA) and bred to generate wild-type (WT) and homozygous (KL^−/−^) mice. Genomic DNA was extracted from tail snips or ear punches using hot sodium hydroxide and tris [59]. Genotype was determined by PCR reaction (M8296, Promega, Madison, WI, USA) and primers for Klotho mutant (F: 5′-ATGCTCCAGACATTCTCAGC-3′ and R: 5′-GCAGCGCATCGCCTTCTATC-3′) and control products (F: 5′-GATGGGGTCGACGTCA-3′ and R: 5′-TAAAGGAGGAAAGCCATTGTC-3′) separated by agarose gel electrophoresis. Assays were validated in-house. Weaned mice were housed 2–5 per cage in static cages containing environmental enrichment in a specific pathogen-free facility maintained at 21–22 °C with a 12 h light/dark cycle with a chow diet (2018SX, Teklad, St. Louis, MO, USA) and water provided ad libitum. Body composition (EchoMRI™-700, Houston, TX, USA), in vivo plantarflexion torque, and motor unit connectivity were assessed in 45–50-day-old male mice prior to the effects on mortality [60]. Male mice were used to align with our broader studies on Klotho in muscular dystrophy, a disease that primarily affects males. At the time of euthanasia, muscles were harvested, weighed, and frozen in liquid nitrogen or embedded in OCT compound and frozen in liquid nitrogen-cooled isopentane.

### 4.2. Immunofluorescence and Morphological Analysis

Frozen 10 μm transverse and 20 μm longitudinal muscle sections were blocked in PBS with 0.1% Tween 20 containing 5–10% normal donkey serum. Sections were immunolabeled as performed previously [61]. Antibodies used were laminin (1:200; #L9393) and NCAM (1:250; #AB5032) from MilliporeSigma (Burlington, MA, USA); myosin heavy chain (MyHC) I (1.2 μg/mL; #BA-D5), IIa (1.3 μg/mL; #SC-71), IIb (1.9 μg/mL; #BF-F3), dystrophin (2 μg/mL; #Mandys8 (8H11)), synaptic vesicles (0.54 μg/mL; #SV2), and neurofilament (0.46 μg/mL; #2H3) from Developmental Studies Hybridoma Bank (Iowa City, IA, USA). Sections were then probed with fluorochrome-conjugated secondary antibodies anti-mouse IgG2b (#A21242), IgG1 (#A21121), IgM (#A21044), and anti-rabbit IgG (#A11046) from Invitrogen (Carlsbad, CA, USA); or anti-mouse IgG (#715-585-151) and anti-rabbit IgG (#711-545-152) from Jackson ImmunoResearch (West Grove, PA, USA). Acetylcholine receptors (AChR) were labeled with α-bungarotoxin (1:500; #0007, Biotium, Fremont, CA, USA) and nuclei with DAPI. Sections were imaged using a Zeiss AxioObserver 7 microscope, as previously described [62].

Morphological analysis was performed by segmenting myofibers from single-channel fluorescence images of laminin-stained sections using Cellpose (v2.2.3) [63]. Images from Cellpose segmentation were created in ImageJ (v2.1.0/1.53c), and Regions of Interest (ROIs) were eroded with a fixed number of pixels using the plugin LabelsToRois. The resulting ROIs were applied to the original multi-color image for quantification of myofiber cross-sectional area (CSA) and fiber type. Segmentation in Cellpose and myofiber cross-sectional area analysis was confirmed through manual validation. CSA was evaluated on all muscle fibers except for those affected by processing artifacts. Myonuclear number and central nucleation were quantified from dystrophin-labeled sections stained with DAPI. For quantification of NMJ morphology, images were acquired in a z-series at 0.5 µm intervals from longitudinal sections of TA muscles; raw stacks were deconvolved using the nearest-neighbor algorithm and then collapsed using the extended depth-of-focus module. Individual NMJ inset images were duped out of the full image, then split into separate channels; the red and green channels were merged to create a 2-color, 2-channel hyperstack for processing using an ImageJ-based macro NMJ-morph [64].

### 4.3. Histochemistry

To assess oxidative capacity, succinate dehydrogenase (SDH) activity was assayed by incubating frozen sections in 0.1 M phosphate buffer, pH = 7.0, with 1.5 mM nitrotetrazolium blue chloride, 130 mM sodium succinate, 0.2 mM phenazine methosulfate, and 1 mM sodium azide for 10 min at 37 °C [65]. GPDH activity was assayed as an indirect measure of glycolytic activity; frozen sections were incubated in 0.1 M phosphate buffer, pH = 7.0, with 1.2 mM nitrotetrazolium blue chloride, 0.8 mM phenazine methosulfate, 9.3 mM glycerol phosphate disodium salt hydrate, and 1 mM sodium azide for 30 min at 37 °C [66]. Background staining was assessed in negative control slides by omitting enzyme substrates. Serial sections were used to determine enzyme activity in individual myofibers based on immunofluorescence labeling for MyHCs. Enzymatic activities of all myofibers on a whole section were performed by segmentation using Cellpose and quantification of optical density using ImageJ.

### 4.4. Immunoblot

Protein extraction and immunoblot assays were performed as conducted previously [61]. Muscle (50 µg) and kidney (5 µg) lysates were loaded alternating by genotype, subjected to SDS-PAGE, and proteins transferred onto nitrocellulose membranes. Equal protein loading was assessed using Ponceau S. After blocking membranes with 5% non-fat dry milk, membranes were incubated in anti-Klotho (1:500; #MABN1807, MilliporeSigma) in blocking solution and probed with HRP-conjugated anti-rat (#7077, Cell Signaling Technologies, Danvers, MA, USA) antibody. Bands were visualized using SuperSignal West Femto chemiluminescence substrate (ThermoScientific, Waltham, MA, USA) and captured using a Chemidoc Imager (BioRad, Hercules, CA, USA).

### 4.5. Serum Analyses

Creatine kinase (CK) activity (#MAK116, MilliporeSigma) and phosphate levels (#ab65622, Abcam, Cambridge, MA, USA) were measured in serum using commercially available assays. Absorbance was read using a SpectraMax M2 microplate reader (Molecular Probes, Eugene, OR, USA), and concentrations were calculated using regression analysis.

### 4.6. RNA Isolation, Quantitative Real-Time PCR (qRT-PCR), RNA-Sequencing, and Bioinformatic Analysis

RNA isolation and qRT-PCR assays were completed as performed previously [62]. Primers were designed in-house and commercially synthesized (MilliporeSigma). Primer specificity was verified by amplicon size using agarose gel electrophoresis and melt curve analysis for a single peak, and primer efficiency (90–105%) was assessed using serial dilutions of cDNA. Relative expression of selected transcripts (Supplementary Table S1) was normalized by geometric averaging the Cq values of 2 reference genes, *Ap3d1* and *Eef1a1*. The expression of each gene in control samples was set to one, and other expression values were then scaled to that value. RNA quality assessment, library construction, and mRNA sequencing were performed at the Indiana University School of Medicine Center for Medical Genomics. Briefly, 100 ng of RNA was used to generate libraries. Libraries were sequenced on a NovaSeq 6000 (Illumina, San Diego, CA, USA), generating approximately 40M reads per library. Quality control of raw sequence data was performed with FastQC (v0.11.5), and sequencing reads were mapped to the mm10 mouse reference genome using STAR (v2.7.10a). Low-quality mapped reads were excluded, featureCounts was used to quantify gene-level expression, and differential expression analysis was performed with edgeR. Gene Set Enrichment Analysis (GSEA) with Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway functional enrichment analyses were performed using clusterProfiler.

### 4.7. In Vivo Plantarflexion Torque Assessment

Mice underwent in vivo plantarflexion torque assessment to assess contractility of the triceps surae (Aurora Scientific, Aurora, ON, CA). Briefly, mice were anesthetized with 2% isoflurane inhalation, and the right hindfoot was taped to the force transducer positioned at a 90° angle to the tibia, and the limb was fixed by a knee clamp, avoiding compression of the fibular nerve. Two disposable monopolar electrodes (Natus Neurology, Middleton, WI, USA) were inserted to stimulate the tibial nerve. Maximum twitch torque was first determined using supramaximal stimulations (0.2 ms square wave pulse). Peak plantarflexion torque was then assessed following a supramaximal square wave stimulation (0.2 ms) delivered at a frequency of 125 Hz. Peak tetanic torque and the maximum rate of force contraction and relaxation were analyzed using the Dynamic Muscle Control Data Analysis software (v5).

### 4.8. In Vivo Electrophysiology

Electrophysiological assessment was used to evaluate compound muscle action potential (CMAP) and MUNE as performed previously [67]. Mice were anesthetized with 2% isoflurane inhalation, and the sciatic nerve of the left limb was stimulated with two 28-gauge electrodes (Natus Neurology); a duo shielded ring electrode was used for recording, and a ground electrode was placed on the animal’s tail. Baseline-to-peak and peak-to-peak CMAP responses were recorded utilizing supramaximal stimulations (constant current intensity: <10 mA; pulse duration: 0.1 ms). Single motor unit potential (SMUP) size was determined using an incremental stimulation technique. Incremental responses were obtained by submaximal stimulation of the sciatic nerve until a stable, minimal all-or-none response occurred. Ten successive SMUP increments were recorded and averaged. MUNE was calculated by the following: CMAP amplitude (peak-to-peak)/average SMUP (peak-to-peak).

### 4.9. Statistics

All data are presented as mean ± s.e.m. Statistical significance was calculated by unpaired two-tailed Student’s *t*-test or two-way ANOVA with Holm–Šidák or Tukey’s multiple comparison test using GraphPad Prism (v10). Differences with *p* < 0.05 were considered statistically significant.

## Figures and Tables

**Figure 1:**
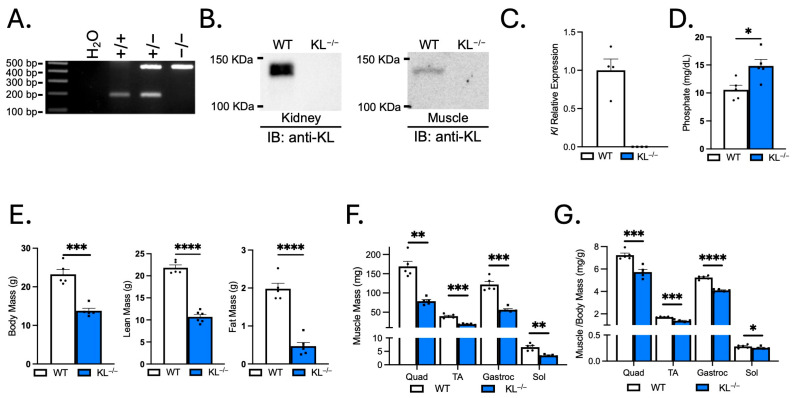
Klotho-deficient mice have reduced body mass, lean mass, fat mass, and muscle mass. (**A**) Representative images of wild-type (186 bp) and mutant (426 bp) PCR products from wild-type, heterozygous, and homozygous mice distinguish genotype. (**B**) Immunoblot confirms no detectable Klotho expression in kidney or muscle lysates of KL^−/−^ mice. (**C**) qRT-PCR assays show *Kl* mRNA expression is not detectable in KL^−/−^ muscle lysates. *n* = 4 per group. (**D**) Serum phosphate levels were characteristically increased in KL^−/−^ mice. *n* = 5 per group. (**E**) Body mass and body composition were assessed by Echo-MRI, showing decreased lean mass and fat mass in KL^−/−^ mice. Muscle mass (**F**) and muscle mass normalized to body mass (**G**) of the quadriceps (quad), tibialis anterior (TA), gastrocnemius (gastroc), and soleus (sol) in wild-type and KL^−/−^ mice. *n* = 5–6 per group. Data are presented as mean ± SEM, with black dots showing individual data points. All *p* values are based on two-tailed *t* tests. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 versus wild-type.

**Figure 2:**
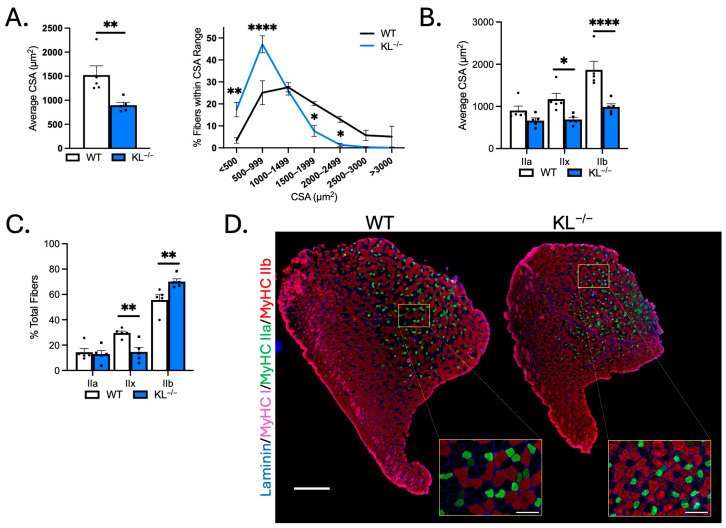
Genetic Klotho deficiency reduces muscle fiber size and affects fiber-type composition in TA muscles. (**A**) (**left**) Mean muscle fiber cross-sectional area (CSA). *n* = 5 per group. *p* values based on two-tailed *t* tests. (**right**) Frequency distribution of muscle fiber size by CSA. (**B**) Quantification of muscle fiber CSA by fiber type in TA muscles from wild-type and KL^−/−^ mice. (**C**) Quantification of TA muscle composition by fiber type. *n* = 5 per group. (**D**) Representative montages of whole TA cross-sections from wild-type (**left**) and KL^−/−^ (**right**) mice immunolabeled with antibodies to laminin (blue), myosin heavy chain type (MyHC) I (magenta), MyHC IIa (green), MyHC IIb (red), and MyHC IIx unlabeled (black). Montage bar = 500 μm. Inset bar = 100 μm. *n* = 5 per group. Data are presented as mean ± SEM, with black dots showing individual data points. Unless otherwise indicated, *p* values are based on two-way ANOVA with the Šidák multiple comparison test (B-D, G-I). * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001 versus wild-type.

**Figure 3:**
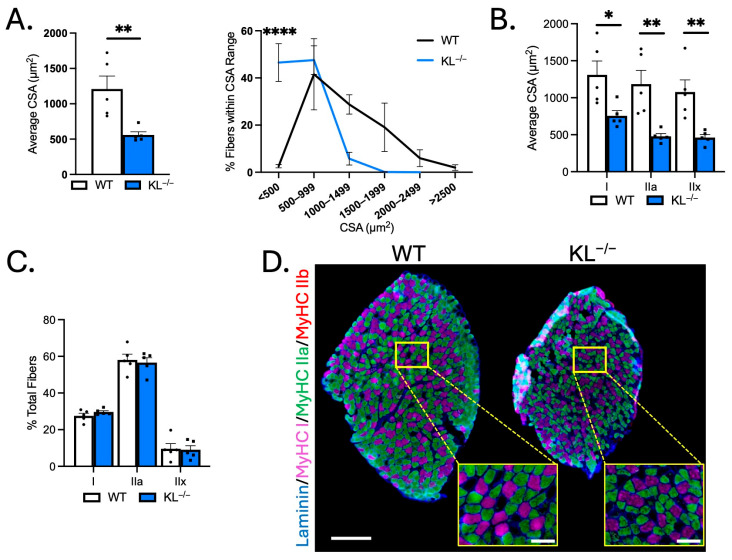
Genetic Klotho deficiency reduces muscle fiber size in soleus muscles. (**A**) (**left**) Mean muscle fiber cross-sectional area (CSA). *n* = 5 per group. *p* values based on two-tailed *t* tests. (**right**) Frequency distribution of muscle fiber size by CSA. (**B**) Quantification of muscle fiber CSA by fiber type in soleus muscles from wild-type and KL^−/−^ mice. *n* = 5 per group. (**C**) Quantification of soleus muscle composition by fiber type. *n* = 5 per group. (**D**) Representative montages of whole soleus muscle cross-sections from wild-type (**left**) and KL^−/−^ (**right**) mice immunolabeled with antibodies to laminin (blue), myosin heavy chain type (MyHC) I (magenta), MyHC IIa (green), MyHC IIb (red), and MyHC IIx unlabeled (black). Montage bar = 250 μm. Inset bar = 50 μm. Data are presented as mean ± SEM, with black dots showing individual data points. *p* values are based on two-way ANOVA with the Šidák multiple comparison test (B-D, G-I). * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001 versus wild-type.

**Figure 4:**
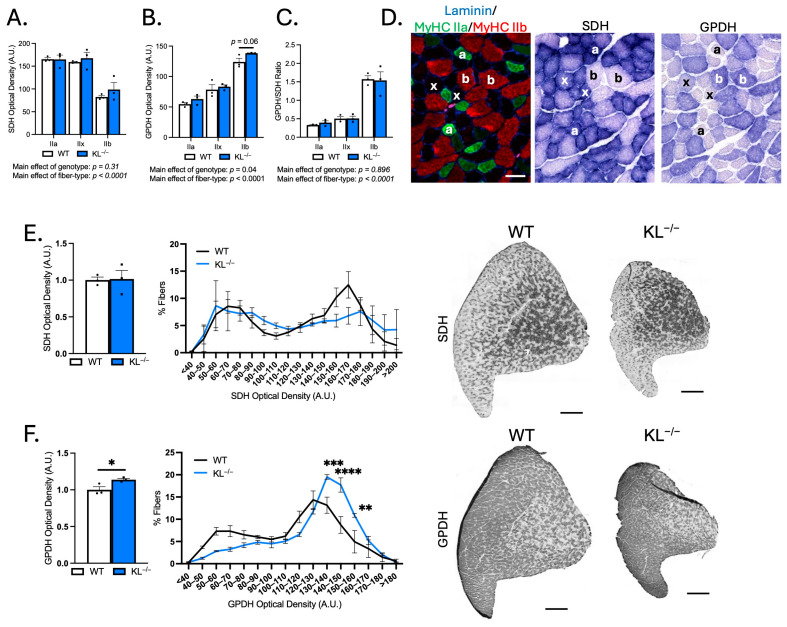
Genetic ablation of Klotho increases glycolytic GPDH enzymatic activity in TA muscles. (**A**–**C**) Serial cryosections of TA muscles immunolabeled for MyHC isoforms or succinate dehydrogenase (SDH) or glycerol-3-phosphate-dehydrogenase (GPDH) enzyme histochemistry. Quantification of SDH (**A**) and GPDH (**B**) optical density and GPDH-to-SDH ratio (**C**) by fiber type. *n* = 3 per group. *p* values based on two-way ANOVA with Tukey’s multiple comparison test. (**D**) Representative images of the same region of TA cross-sections. (**left**) Cross-sections immunolabeled for laminin (blue), MyHC I (magenta), MyHC IIa (green), MyHC IIb (red), and MyHC IIx unlabeled (black). (**middle**) SDH enzyme histochemistry. (**right**) GPDH enzyme histochemistry. Symbols indicate the following: a = type IIa, x = type IIx, and b = type IIb fiber types across images. Bar = 50 μm. (**E**) (**left**) Mean SDH enzyme activity. *p* values based on two-tailed *t* tests. (**middle**) Frequency distribution of SDH activity independent of fiber type. (**right**) Representative images of SDH activity in whole TA montages from wild-type and KL^−/−^ mice in gray-scale. Montage bar = 500 μm. (**F**) (**left**) Mean GPDH enzyme activity. *p* values based on two-tailed *t* tests. (**middle**) Frequency distribution of GPDH activity independent of fiber type. Data are presented as mean ± SEM, with black dots showing individual data points. *p* values based on two-way ANOVA with the Šidák multiple comparison test. (**right**) Representative images of GPDH enzyme histochemistry of whole TA cross-section montages from wild-type and KL^−/−^ mice in gray-scale. Montage bar = 500 μm. *n* = 3 per group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 versus wild-type.

**Figure 5:**
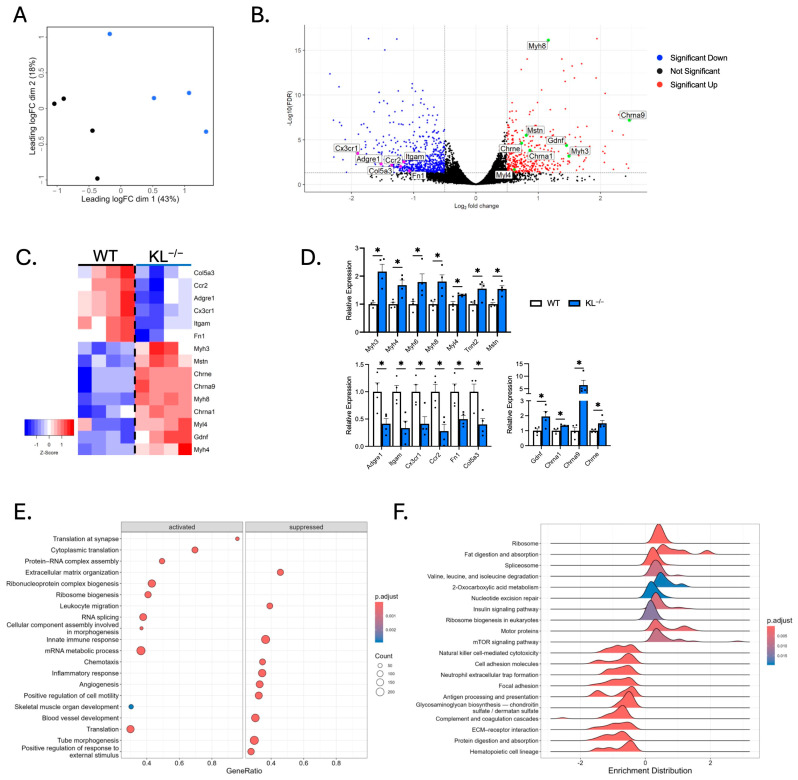
RNA sequencing analysis shows distinct gene expression profiles in skeletal muscles from Klotho-deficient mice. (**A**) Multi-dimensional scaling plot comparing TA muscles from wild-type and KL^−/−^ mice. *n* = 4 per group. Black = wild-type. Blue = KL^−/−^. (**B**) A volcano plot highlighting selected differentially expressed genes (DEGs). Increased expression (red) and decreased expression (blue) in KL^−/−^ muscles. Colored dots = abs(log_2_0.5) fold change with FDR < 0.05. (**C**) A heatmap of samples showing select DEGs in WT and KL^−/−^ muscles. Positive (red) and negative (blue) Z-scores. (**D**) qRT-PCR assays validating differential expression of selected sarcomeric (**top**), inflammatory and pro-fibrotic (**bottom left**), and acetylcholine receptor and neurotrophic genes (**bottom right**). *n* = 4 per group. Data are presented as mean ± SEM, with black dots showing individual data points. *p* values based on two-tailed *t* tests. * *p* < 0.05 versus wild-type. (**E**) Dot plot depicting activated (**left**) and suppressed (**right**) GO of Biological Process terms in KL^−/−^ muscles. (**F**) Ridgeline plot, grouped by gene set, representing activated and suppressed KEGG pathways in KL^−/−^ muscles.

**Figure 6:**
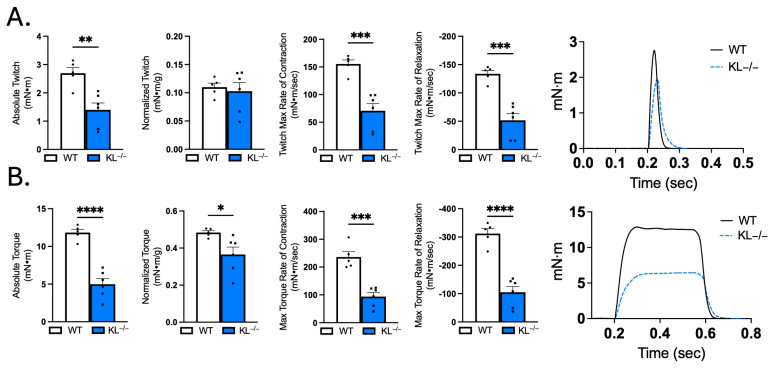
Muscle contractile function is impaired in Klotho-deficient mice. In vivo plantar flexion force assessment of the triceps surae muscle group in WT and KL^−/−^ mice is reported as follows: (**A**) absolute twitch (mN·m), twitch normalized to body weight (mN·m per g body weight), twitch max rate of contraction and relaxation, and representative max twitch trace; (**B**) absolute torque (mN·m), tetanic torque normalized to body weight (mN·m per g body weight), max torque rate of contraction and relaxation, and representative max torque trace. *n* = 5–6 per group. Data are presented as mean ± SEM, with black dots showing individual data points. All *p* values are based on two-tailed *t* tests. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 versus wild-type.

**Figure 7:**
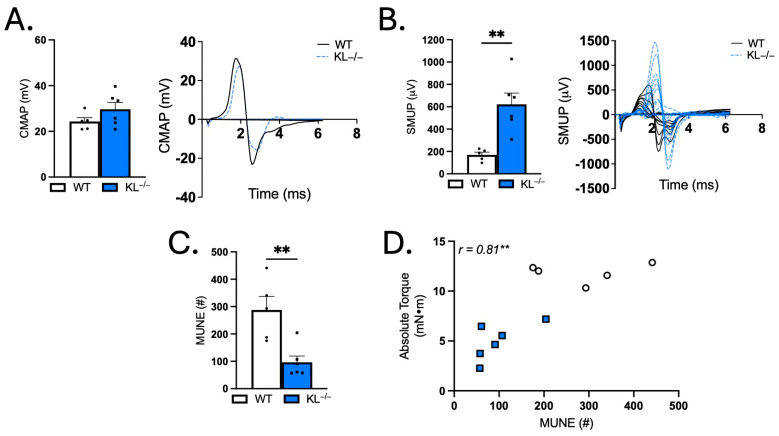
Genetic Klotho deficiency alters single motor unit potential (SMUP) and motor unit number estimation (MUNE). (**A**) Compound muscle action potential (CMAP; millivolts (mV)). Representative trace of CMAP in WT and KL^−/−^. (**B**) SMUP (microvolts (μV)). Representative incremental traces of SMUP in WT and KL^−/−^. (**C**) MUNE (number of motor units (#)). (**D**) In vivo plantar flexion absolute torque correlated with MUNE. *n* = 5–6 per group. Data are presented as mean ± SEM, with black dots showing individual data points. All *p* values are based on two-tailed t tests (**A**–**C**) or correlation analysis for Pearson r values. ** *p* < 0.01 versus wild-type.

**Figure 8:**
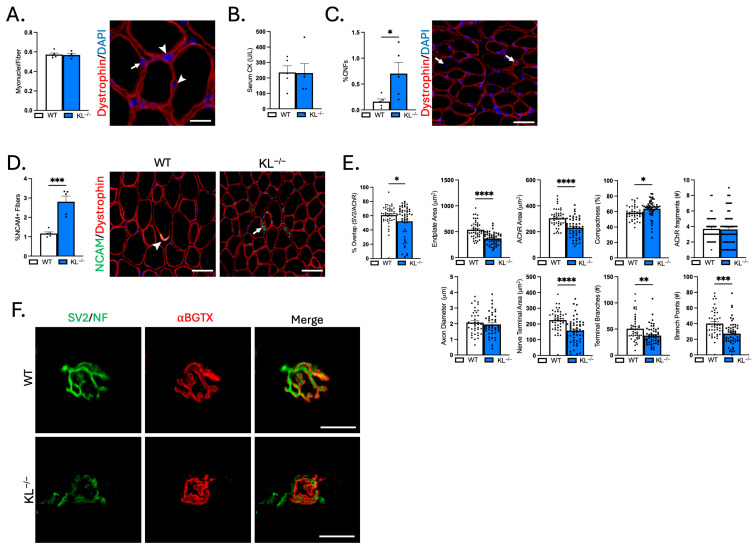
Genetic ablation of Klotho increases the concentration of denervated muscle fibers, reduces synaptic contact, and alters NMJ morphology in TA muscles. (**A**) Myonuclei number per muscle fiber. *n* = 5 per group. Representative image of a muscle cross-section immunolabeled with dystrophin and stained with DAPI to visualize nuclei for quantification of myonuclei. Arrows = myonuclei. Arrowheads = interstitial nuclei. Bar = 20 μm. (**B**) Serum creatine kinase (CK) levels. *n* = 5 per group. (**C**) Quantification of the percentage of muscle fibers with centrally located nuclei to total muscle fibers. *n* = 5 per group. Representative image of a muscle cross-section immunolabeled with dystrophin and stained with DAPI to quantify centrally nucleated fibers (CNFs). Arrow = CNF. Bar = 50 μm. (**D**) Quantification of the proportion of denervated muscle fibers expressing NCAM. *n* = 5 per group. Representative images of muscle sections immunolabeled with dystrophin (red) and NCAM (green) from wild-type (**left**) and KL^−/−^ mice (**right**). Arrowhead = NMJ with high expression of NCAM. Arrow = small angulated denervated fiber with high cytosolic expression of NCAM. Bar = 50 μm. (**E**) Quantification of NMJ morphological properties of longitudinal sections of TA muscles from wild-type and KL^−/−^ mice. Percent co-localization of synaptic vesicles and AChRs; post-synaptic NMJ morphology endplate area, AChR area, compactness (AChR area/endplate area), and number of AChR fragments; and pre-synaptic NMJ morphology axon diameter, nerve terminal area, number of terminal branches, and branch points. In dispersion plots, each point represents a single NMJ from *n* = 5 wild-types and *n* = 6 KL^−/−^ biological replicates, with *n* = 6–15 *en face* NMJs quantified per biological replicate. (**F**) Representative images of longitudinally cut TA muscle sections from wild-type (top) and KL^−/−^ mice (bottom) stained with bungarotoxin (red) and immunolabeled with SV2 and neurofilament (green). Bar = 20 μm. Data are presented as mean ± SEM, with black dots showing individual data points. All *p* values are based on two-tailed *t* tests. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 versus wild-type.

## Data Availability

The data presented in this study are available on reasonable request. RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE302925.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26167986/s1.

# Supplementary material for: Klotho Deficiency Promotes Skeletal Muscle Weakness and Is Associated with Impaired Motor Unit Connectivity
**Source:** Int J Mol Sci. 2025 Aug 19;26(16):7986. doi: 10.3390/ijms26167986
**Supplement:** Supplementary file 1

**Supplementary Table S1.** qRTPCR Primers.

| <i>Gene</i>   | <b>Forward Primer</b>           | <b>Reverse Primer</b>         |
|---------------|---------------------------------|-------------------------------|
| <i>Adgre1</i> | 5'-GATACAGCAATGCCAAGCAG-3'      | 5'-CAGCACGAGGGAGACACTT-3'     |
| <i>Ap3d1</i>  | 5'-GATCATCAAGCTGTTCGGTGC-3'     | 5'-GAGATGAGCACAGCAATTACGG-3'  |
| <i>Ccr2</i>   | 5'-CCTGTAAATGCCATGCAAGTTC-3'    | 5'-GTATGCCGTGGATGAACTGAG-3'   |
| <i>Chrna1</i> | 5'-GAGTGGGTGCGGAAGTTT-3'        | 5'-GCGGAGAGTGAAAGCCCATA-3'    |
| <i>Chrna9</i> | 5'-CAGGTCACGCTCTCCAGATA-3'      | 5'-GTACGCATCGTGCCAAGTTT-3'    |
| <i>Chrne</i>  | 5'-GAAGCCACTGGAGAGGAACTG-3'     | 5'-TTGGATGCACGGTGGGTAAG-3'    |
| <i>Col5a3</i> | 5'-CGGGGTACTCCTGGTCCTAC-3'      | 5'-GCATCCCTACTTCCCCCTTG-3'    |
| <i>Cx3cr1</i> | 5'-CATGTGCAAGCTCAGACTG-3'       | 5'-CCCAGACGCCCAGACTAATG-3'    |
| <i>Eef1a1</i> | 5'-ACACGTAGATTCCGGCAAGTC-3'     | 5'-GATGGTTCGCTTGTGCGATTCC-3'  |
| <i>Fn1</i>    | 5'-GCTCAGCAAATCGTGCAGC-3'       | 5'-CTAGGTAGGTCCGTTCCCACTG-3'  |
| <i>Gdnf</i>   | 5'-CCAGTGACTCCAATATGCCTG-3'     | 5'-CTCTGCGACCTTCCCTCTG-3'     |
| <i>Itgam</i>  | 5'-CATGAATGATGCTTACCTGGGTATG-3' | 5'-CCCAAATAAGAGCCAATCTGG-3'   |
| <i>Kl</i>     | 5'-GTCTCGGGAACCACCAAAG-3'       | 5'-CTATGCCACTCGAAACCGTC-3'    |
| <i>Myh3</i>   | 5'-GCAGACTGTGGACCAGGTTT-3'      | 5'-GCTGCTCCAGGCTGTTATACTC-3'  |
| <i>Myh4</i>   | 5'-GCTTGAAAACGAGGTGGAAA-3'      | 5'-CCTCCTCAGCCTGTCTCTTG-3'    |
| <i>Myh6</i>   | 5'-GCCCAGTACCTCCGAAAGTC-3'      | 5'-GCCTTAACATACTCCTCCTTGTC-3' |
| <i>Myh8</i>   | 5'-AACAGAAACGCAATGCTGAGG-3'     | 5'-TCGCCTGTAATTTGTCCACCA-3'   |
| <i>Myl4</i>   | 5'-GGGCACCTATGAGGACTTCG-3'      | 5'-GGGTAGCAAGGACATGCCG-3'     |
| <i>Tnnt2</i>  | 5'-GAGCTACAGACTCTGATCGAGG-3'    | 5'-TCCTTCTCCCGCTCATTGC-3'     |

How the deposited data were processed for this re-analysis (not part of the article)

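RNA sequencing of TA muscle from 4 WT and 4 KL-/- mice was analysed from the counts per gene that the authors deposited. The authors aligned reads to mm10 with STAR, removed low-quality alignments and counted reads on genes with featureCounts. The version of the annotation and the use of strand in the counting are not stated in the paper's text. The counts are whole numbers without normalization and were already limited to expressed genes. Genotypes and replicate numbers come from the sample records, and the paper names no pairing of the mice.

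Counts were analysed in R 4.3.3 with edgeR 4.0.16. Its default filter on low counts kept all 12551 genes. TMM factors, a model with genotype only and the quasi-likelihood test with Benjamini-Hochberg adjustment were used, at an FDR under 0.05, with and without an absolute log2 fold change of at least 0.5. Multi-dimensional scaling used log2 CPM with a prior count of 2 and 500 genes per pair of samples. Gene lists were tested with fgsea 1.28.0 on log2 fold changes for lists of 5 to 500 genes, in 2 families, 10 lists for terms in the paper and 13 for hypotheses. Means over samples were compared with two-sided exact permutation tests over the 70 relabelings of the samples. Gene positions are those of the counted genes on mm10, 99.9% of which overlap the RefSeq position where 1 was found. The tests were checked on counts simulated from the libraries with 200 genes changed by a log2 fold change of 1 and a further set by less.

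Alternatives were the likelihood ratio, exact and edgeR 3 quasi-likelihood tests, DESeq2 1.42.0, limma-voom and camera (limma 3.58.1), RLE factors and library totals in place of TMM factors, a minimum of 10 counts in every sample, the replicate number as a block, corrections for gene length and GC content by a smooth with a span of 0.3, another ranking and membership of the gene lists, other windows near *Kl*, and each sample left out in turn. The named genes are those in the paper's RNA sequencing paragraph, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among genes past the FDR threshold without overlap between the genotypes and with an average log2 CPM of at least 0, and members of the gene lists. The lists were fixed beforehand, but which members are named was chosen after values had been seen, as were *Myh1* and *Myh2*. One list member is not reported here on its own, and the list means still include it. Counts between 20860262 and 29273758 per library put the floor of 3 counts at 0.102 to 0.144 CPM. *Kl* and mitochondrial genes, the qRT-PCR measurements, GO and KEGG memberships and reads were not analysed here.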

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

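The sample mapping, the designs, the gene lists and the alternatives other than the GC content correction were fixed before the data were examined. The tests of the slow fiber genes in KL-/- replicate 2 and of the library size of WT replicate 4 were chosen only after the result was seen.

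In each genotype, the gap between the highest or lowest sample and the nearest other sample was divided by the range of all 4. In 184 groups of 4 values, for named genes, gene lists and library measures, this ratio passed the 95% critical value 18 times, against 9.2 by chance, and the values are not independent of each other. 6 of these were in WT replicate 4. There, *Myl4* (0.854) and the mean of the insulin signaling genes (0.881) were highest, and *Chrna9* (0.938), *Chrne* (0.904), *Gadd45a* (0.896) and *Musk* (0.882) were lowest. A smaller library was tested as an explanation, and the total of WT replicate 4, 26501093 counts, was the largest of the WT libraries. Differences in which part of the muscle was taken were not tested, and the design gives no biological explanation for one WT mouse.

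In KL-/- replicate 2, *Myh4* (0.859) was highest, and *Myl3* (0.964) and *Myh2* (0.844) were lowest. *Myh2* was at 292 CPM there and between 3445 and 5441 CPM in the other 3. Fewer slow and oxidative fibers in that sample is a candidate explanation. The mean log2 CPM of the slow fiber list without *Myl3* was also lowest there among the KL-/- samples, by −0.22 against the nearest, yet higher than in 3 of the 4 WT samples. Reads shared between the near-identical myosin heavy chain genes were not tested, so the values of *Myh4* and *Myh2* cannot be told apart from them, while *Myl3* lies outside that cluster.

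In the other samples no explanation was tested. In WT replicate 1, *Tnnt2* (0.939) and *Tnnt1* (0.883) were lowest. In WT replicate 3, *Dbp* (0.832) and the mean of the ribosomal protein genes (0.896) were lowest. The insulin signaling mean was highest in KL-/- replicate 1 (0.884), and *Myf6* was lowest in KL-/- replicate 3 (0.845). In KL-/- replicate 4, *Chrne* (0.936) was highest, and *Ncam1* (0.996) and *Musk* (0.901) were lowest.

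The paper's text does not name the following genes. Among genes with an FDR under 0.05, an average log2 CPM of at least 0 and no overlap between the genotypes, *Ddit4* (2.85), *8430408G22Rik* (2.54), *Cebpd* (2.37), *Gm3704* (2.30) and *Sln* (2.19) had the largest positive log2 fold changes, with FDR from 0.00492 to 0.0266 by edgeR's quasi-likelihood test. The largest negative ones were those of *1700001O22Rik* (−4.52), *Slc15a5* (−3.92), *Actr3b* (−2.99), *Gm5420* (−2.93) and *Npas2* (−2.61), with FDR from 0.00129 to 0.0295. Since the genes were chosen for the lack of overlap, it shows no stability. With each sample left out, *Cebpd*, *Gm3704*, *Sln*, *1700001O22Rik*, *Slc15a5*, *Actr3b* and *Gm5420* stayed under an FDR of 0.05, while *Ddit4* and *8430408G22Rik* each went above it in 5 of the 8 fits and *Npas2* in 2. *Ddit4* was at 17.0, 16.1, 141 and 41.5 CPM in KL-/- replicates 1 to 4. Replicate 3, the highest, has the other batch date, and the gene's log2 fold change ranged from 1.73 to 3.16 with each sample left out, lowest without that sample.

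*Gm3704* lies 0.41 Mb from *Kl*, and a strain haplotype linked to the mutation is a candidate explanation for genes in that region. Within 10 Mb of *Kl*, 15 of 78 genes (19.2%) had an FDR under 0.05, against 14.0% elsewhere (two-sided Fisher's exact test, p = 0.189). Within 5 Mb, a window chosen at the same time, 11 of 34 did (32.4%, the same exact test, p = 0.00512), 5 higher and 6 lower, and within 20 Mb 15.1% (exact test, p = 0.675). That unequal results over these windows leave the question open was decided after they were seen, so *Gm3704* cannot be told apart from a linked haplotype. *Npas2* belongs to the clock genes, whose difference may follow the time of dissection: *Arntl*, *Npas2* and *Clock* differed from *Dbp*, *Nr1d1* and the *Per* genes by 2.44 between the 2 mean log2 fold changes, although *Nr1d1* itself fell, and a shift of the clock by the genotype would look the same. For the other 8 genes no technical explanation was tested.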

How the results depend on the processing

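No test in this part was chosen only after its result was seen, and the GC content correction alone was added once the counts had been opened, before any comparison of the genotypes. Over the other tests (likelihood ratio, exact, edgeR 3 quasi-likelihood, DESeq2 and limma-voom), RLE normalization, library totals, a minimum of 10 counts in every sample and the length and GC content corrections, the number of genes with an FDR under 0.05 was between 1701 and 2619, and the number that also differed by at least 0.5 on the log2 scale between 759 and 1189. The filter on low counts removed no gene, so leaving it out could not change a result. With library totals, 202 of the latter genes were higher and 987 lower. Across the 8 fits that each left out 1 sample, the counts ranged from 762 to 2755 genes by FDR, from 400 to 1239 by both thresholds, from 173 to 482 higher and from 220 to 757 lower. Of the 762 genes without KL-/- replicate 3, 745 were among those from all samples.

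Deviations of same-numbered samples from their genotype's mean had a mean correlation of −0.0737 over 2000 genes, against 0.0235 for other numbers, and these are different mice. With the replicate number as a block, 671 genes had an FDR under 0.05, 444 of them past 0.5 on the log2 scale (186 higher, 258 lower). With the block and the length correction these counts were 664, 425, 183 and 242, and with the block and the GC content correction 710, 454, 202 and 252. With the block, the mean log2 fold change of the mTOR signaling list was 0.0440 without correction, 0.0586 with the length correction and 0.0511 with the GC content correction, with adjusted p of 0.0715, 0.0605 and 0.141 by permutation of genes. *H19* was at 0.0740, 0.0955 and 0.0946 in these 3 fits.

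With library totals, the mean log2 fold change became −0.0319 for ribosome biogenesis factors, −0.00846 for the spliceosome, −0.0416 for insulin signaling, −0.0628 for mTOR signaling and −0.00957 for satellite cell markers, and *Myf5* became −0.00669. Branched-chain amino acid degradation was at 0.0168 (adjusted p = 0.203). Under the other scaling, RLE, the means of all these lists kept their direction.

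The adjusted p of mTOR signaling also went above 0.05 with the likelihood ratio and exact tests (mean log2 fold change 0.0549, adjusted p = 0.0507 in both by permutation of genes), limma-voom (0.0430, adjusted p = 0.0721), a minimum of 10 counts in every sample (0.0519, adjusted p = 0.0525) and the GC content correction (0.0622, adjusted p = 0.0878). At the mean of 0.0547 from all samples it did so with camera (adjusted p = 0.125) and with genes ranked by the signed root of the quasi-likelihood F (adjusted p = 0.0699). Over the alternatives other than leaving out samples, its adjusted p ranged from 0.0350 to 0.515. With each sample left out, the mean log2 fold change of mTOR signaling ranged from 0.0404 to 0.0741, with an adjusted p above 0.05 in 5 of 8 fits, and that of insulin signaling from 0.0423 to 0.0992, with an adjusted p above 0.05 in 1. By exact permutation of the samples, none of the 10 lists at claims passed after adjustment, at means of 0.378, 0.086, 0.109, −0.593, −0.632, −0.499, 0.135, 0.283, 0.076 and 0.0547 for ribosomal proteins, ribosome biogenesis, spliceosome, extracellular matrix, leukocyte migration, innate immune response, branched-chain amino acid degradation, 2-oxocarboxylic acid metabolism, insulin and mTOR signaling. Only the first 3, leukocyte migration and innate immune response reached the smallest p that 4 against 4 allows. Most of the 10 would have had to reach it for any to pass after adjustment, so the failure says little about any 1 list.

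Directions that changed with 1 sample left out were those of *Trim63* (−0.0485 to 0.227), *Myog* (−0.137 to 0.510), *Myf5* (−0.180 to 0.265), *Myf6* (−0.122 to 0.0210), *Musk* (−0.143 to 0.116), *H19* (−0.337 to 0.177), *Myh7* (−0.0993 to 1.78) and satellite cell markers (−0.00736 to 0.176). *H19* was also at 0.0818 with limma-voom. Over the settings without the block and the single genes named, 80 comparisons lost the threshold and 21 gained it without a change of direction. The minimum of 10 counts gave no value for genes below it, and the GC content correction none for genes without a GC value. *Chrna9*, with 1 count in WT replicate 4, is limited by depth.

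Dimension 1 of the multi-dimensional scaling held 51.6% with a common selection of genes, and from 38.6% to 50.0% with each sample left out, with a gap between the genotypes from 0.0924 to 0.798. Near *Kl*, the odds ratio was 1.70 with the likelihood ratio test (Fisher's exact test, p = 0.0479) and 2.95 within 5 Mb, and over the alternatives without the block p ranged from 0.00512 to 0.744, the highest with the GC content correction. On simulated counts, 200 genes were changed by 1 on the log2 scale. The quasi-likelihood test found 81.5% of them, and 5.32% of its calls fell on unchanged genes. The likelihood ratio test found 86.5%, and 14.3% of its calls fell on unchanged genes. A further set of genes was changed by less, and calls on it were not counted as false. Far fewer genes changed there than passed in the data, so these rates need not hold for the data.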

Differences from the paper's values

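No test in this part was chosen only after its result was seen, and the GC content correction was the only one added once the counts had been opened. The paper reports 721 higher genes with an FDR under 0.05 and a log2 fold change of at least 0.5, and 313 were found here. Among the alternatives set before the data were examined, the count without KL-/- replicate 2, 482, was within 1.5 times the paper's, and no other alternative was. The likelihood ratio test gave 721 lower genes, the paper's number of higher ones, so the closeness of 482 decides nothing.

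The paper's counts by FDR (2124) and by both thresholds (1046) were 1759 and 812 here. edgeR's likelihood ratio test, one of the alternatives, gave 2124 genes by FDR and 1113 by both thresholds, with 392 higher and 721 lower. The paper gives the same 2 numbers with the directions the other way round, 721 higher and 392 lower. These sum to 1113, which is 67 above its total.

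The paper states that *Myh4* and *Myl4* were higher and *Fn1* lower. It also reports qRT-PCR of key transcripts and lists primers for all 3 genes, and those measurements were not analysed here. All 3 genes had the stated direction in the counts, with edgeR quasi-likelihood FDR of 0.155, 0.0541 and 0.0831. For *Myh4* the FDR was under 0.05 with the edgeR likelihood ratio test (0.0169), the edgeR exact test (0.0173), DESeq2 (0.00317) and limma-voom (0.0442). For *Myl4* it was under 0.05 with the same tests in that order (0.0221, 0.0225, 0.0140 and 0.0425), without WT replicate 4 (0.00793), and with the GC content correction (0.0499). For *Fn1* it was under 0.05 with the likelihood ratio test (0.0312) and the exact test (0.0325). Over the other tests, scalings, filters and the length correction, it ranged from 0.00317 to 0.211 for *Myh4*, from 0.0140 to 0.0876 for *Myl4* and from 0.0312 to 0.0835 for *Fn1*.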

Other observations

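The comparison of clock scores within genotypes was the only test in this part chosen only after the result was seen. In all 35 splits of the 8 samples into 4 and 4, only the real split, 1 of 35, gave as many genes with an FDR under 0.05, and the largest other split gave 15. The same held for genes that also differed by at least 0.5 on the log2 scale, with 14 in the largest other split. Of the 8 splits that part all same-numbered samples, 1 gave as many by either measure, a number of splits too small for a share under 0.05. The batch date of KL-/- replicate 3 is a candidate explanation for part of the count. Without that library there were 762 genes, below the other fits that left out a KL-/- library, though only by 16 genes against the lowest. The fits without WT replicate 2 (780), WT replicate 3 (775) and KL-/- replicate 4 (778), all of the common date, gave nearly as few, so the drop is not specific to that date. The batch holds 1 library of 1 genotype, so it cannot be told apart from that mouse.

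For the ribosomal protein genes, 1 of the 35 splits, and 1 of the 8 that part same-numbered samples, gave a mean log2 fold change as large in size, the real one in both. Gene length and GC content were tested as explanations. The mean kept 86% of its size after the length correction and 103% after the GC content correction, with a GC value for 81 of 82 genes. Across all genes the log2 fold change hardly followed length (Spearman correlation −0.0424) or GC content (−0.0165), so the corrections had little to remove, and a bias of these genes that other genes do not share was not tested. Reads shared with pseudogenes were not tested, so the pattern cannot be told apart from them. For the extracellular matrix genes, 6 of 35 splits and 2 of 8 gave a mean as large in size, so the split of the samples by genotype did not stand apart. Their mean kept 97.2% after the length correction and 101% after the GC content correction, with a GC value for 117 of 119 genes.

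Fewer interstitial cells of all kinds, relative to myofiber RNA, is a candidate explanation for lower matrix and immune genes. 3 of 5 marker lists had a mean log2 fold change below 0: fibroblasts (−0.99), macrophages (−0.89) and endothelial cells (−0.14). Schwann cells (0.51) and mural cells (0.17) were above 0, so a loss of all interstitial cells is not what these lists show. By exact permutation of the samples, p was 0.0857, 0.0571, 0.143, 0.0286 and 0.286 in that order before adjustment, and none of the 13 lists passed 0.05 after it. A change in some cell types remains a hypothesis.

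Clock genes differed between the genotypes. The mean log2 fold change was −1.62 for *Arntl*, *Npas2* and *Clock*, all 3 with an FDR under 0.05, and 0.82 for *Per1*, *Per2*, *Per3*, *Dbp* and *Nr1d1*. The 3 *Per* genes rose with an FDR under 0.05, which *Per1* lost in 3 of the 8 fits that left out 1 sample, *Dbp* did not pass, and *Nr1d1* fell (−1.06). Another time of dissection in the KL-/- mice may explain this. The difference of 2.44 between the 2 arms restates the change and does not favor this explanation over a shift of the clock by the genotype, so the pattern cannot be told apart from either. The difference between the *Per* genes and *Arntl*, *Npas2* and *Clock* was 1.51, 1.59, −0.84 and 1.07 in WT replicates 1 to 4 and from 3.47 to 4.49 in KL-/- samples, on the log2 scale. Its range within WT was 76.5% of the difference between the genotype means, which does not bound what other times would give. Times of dissection were not analysed here.

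Slow fibers of another muscle in the sample were tested as an explanation for the higher *Tnnc1* and *Tnni1*. Of the slow genes *Myh7*, *Tnnt1*, *Myl2*, *Myl3*, *Tnnc1* and *Tnni1*, the lowest log2 fold change was −0.35 for *Myl3* (FDR = 0.385 from edgeR's quasi-likelihood test). The other 5 were higher by 0.92 to 1.38, but *Myh7* (FDR = 0.301) and *Myl2* (FDR = 0.151) did not pass and their genotypes overlapped. Without KL-/- replicate 1, the log2 fold change of *Myh7* was −0.099. The wider slow fiber list of 17 genes had a mean of 0.72, with 6 genes higher and 0 lower at an FDR under 0.05 (two-sided exact permutation test, p = 0.0857; adjusted p = 1.10e-06 by permutation of genes). Of the 6 genes only *Myl3* was below 0, so slow fibers of another muscle are not ruled out.

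Denervation may explain higher acetylcholine receptor and fetal myosin transcripts. The other genes of the denervation list that were set for this test, 7 with counts, had a mean log2 fold change of 0.20 and 1 KL-/- sample above every WT sample (two-sided exact permutation test, p = 0.371). The full list of 34 genes, which includes *Chrna1*, *Chrna9*, *Gdnf*, *Myh3* and *Myh8* and so partly restates the observation, had a mean of 0.38 with all 4 KL-/- samples above every WT sample (p = 0.0286, exact permutation, adjusted 0.0929; adjusted p = 8.50e-06 by permutation of genes). Of the 7 genes set for this test, 1 was higher with an FDR under 0.05. Their mean did not rise beyond the spread between samples. The paper reports more NCAM-positive fibers, fewer estimated motor units and less synaptic overlap in KL-/- mice. A mean of 7 transcripts cannot weigh against those measurements. Delayed postnatal growth was tested on *Igf2*, *H19*, *Mest* and *Dlk1*, whose mean was 0.20 (two-sided exact permutation test, p = 0.657), although *Igf2* alone rose (1.44, FDR = 0.0124). The full list of 14 postnatal growth genes had a mean of 0.33 with 1 KL-/- sample above every WT sample (p = 0.4, exact permutation; adjusted p = 0.0179 by permutation of genes). With each sample left out, the mean of this full list ranged from 0.098 to 0.61. The adjusted p by permutation of genes went above 0.05 in 3 of the 8 fits.

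The remaining lists are given as values only. The fasting and glucocorticoid list of 33 genes had a mean log2 fold change of 0.75, with all 4 KL-/- samples above every WT sample. Of its genes 15 were higher and 1 lower with an FDR under 0.05, and *Ddit4*, *Cebpd* and *Per1* are members. *Fkbp5* (1.40, FDR = 0.0354 from edgeR's quasi-likelihood test) rose while *Pdk4* (−0.35, FDR = 0.711) did not pass. The genotypes overlapped in *Fkbp5*, which lost the threshold in 6 of the 8 fits that left out 1 sample, and *Pdk4* passed it in 1. Adipocyte markers had a mean of 0.91 with 2 of 4 KL-/- samples above and 1 below every WT sample, and satellite cell markers of 0.11 with 1 above, the latter list turning to the other direction with library totals.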
